A study of Homo sapiens with 20 samples. Its data were reported in "Evidence for Existence of Multiple Functional Human Small RNAs Derived from Transcripts of Protein-Coding Genes" (2023).

How the data were processed

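TRE-sRNA-K562 cells, a pool of K562 leukemia cells transduced under conditions favouring 1 integration per cell, were grown in parallel flasks with or without Dox, and genomic DNA was taken at days 16, 32 and 60 and before culture. Per the labels and the methods of the study, the authors amplified the overexpression regions in 2 rounds of PCR with common primers, sequenced the product as read pairs, removed low-quality pairs, required and trimmed the vector sequences at the read ends, aligned the pairs to GRCh37 (hg19) with Bowtie2 and assigned them to regions. The methods give a version of the aligner for the sequencing of small RNAs, and none for this step. The authors deposited, for each region and library, a read count and a normalized read count, which is reads per 1000000 reads of the library (RPM). The counts carry no molecular identifiers, so PCR duplicates cannot be removed. Regions can amplify with different efficiency, which was not measured. Both arms went through the same PCR protocol, so a comparison within a region should be less exposed to such a bias than one between regions.

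The table held 328 regions and 20 libraries. In 1123 cells the count was empty and the normalized read count 0 or empty, and these were read as 0. The deposited normalized read counts imply the total of each library, 1183489 to 5260135 reads, and recomputed values differed from the deposited ones by at most 0.0079. The table's regions took 74.9 to 90.9% of each library. What makes up the remaining reads was not tested, and they can come from regions that are not analysed here or from no region. Comparisons of miRNA regions or of the source catalogues, which had been foreseen, were therefore not run. Region starts in the table count from 0 and were converted to 1-based positions. For 323 regions both cloning primers listed by the study matched GRCh37 exactly, with regions of 396 to 445 bp. The element and host gene of each small RNA were taken from the GENCODE annotation lifted to GRCh37, on the same strand, CDS before 3′ UTR before intron. Readthrough genes were used only where no other gene hosted the region. In 2 regions a pair of genes qualified.

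Samples were grouped by the labels, as day 0, −Dox or +Dox at day 16, 32 or 60. The following choices were made before the data were examined. At each day the 3 +Dox and 3 −Dox libraries were compared with edgeR (version 4.0.16 in R 4.3.3, quasi-likelihood fit and F test, two-sided) on the deposited counts. The library size was the total over the table with no further factor, whereas the study scaled to the total of the whole library, a setting tried as an alternative. The replicate number was a block as in the study's paired test (libraries of the same number did not deviate together, with r of −0.113 to 0.081), regions with fewer than 10 counts over the libraries of a comparison were not tested, and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Comparisons with day 0 were contrasts in 1 fit that held both arms of a day, an arm's 3 libraries against the 2 day-0 libraries summed to 1. The study's methods call these technical replicates, whereas their labels read biological replicates 1 and 2, and the methods were followed. A change of the Dox effect between days was tested as an interaction, with each flask as a block. This block, like the counts of regions that reappeared, takes a replicate number to mean the same flask at each day, which the labels do not state. Regions with no count in any library of a day were counted. The study's criteria were applied to the deposited values, with its one-sided paired t-test, an adjusted fold change under 0.5 (passed also where neither arm had a read) and a level against day 0 under 0.2. Whether the study's own counts rest on that test or on an unpaired two-sided one is not certain from its supplementary values, so both were applied, and the counts here are those of the stated criteria and not a repeat of the study's own. Elements were compared by Fisher's exact test. Replicate agreement is Pearson's r across regions of the log2 ratio of +Dox to −Dox, and regions are not independent replicates.

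The text names, per day, the 12 called regions with the lowest and the 4 with the highest log2 fold change, provided that all 3 pairs moved in that direction and the higher arm had at least 100 normalized reads, and, without Dox at day 60, the 5 with the largest rise over day 0 and the 5 with the most normalized reads. Gene lists were the elements, ribosomal protein genes and ZNF genes; lists of miRNA genes were not analysed here. Means and SDs are of the deposited normalized read counts, and folds are ratios of these means. The SE of an edgeR log2 fold change is its absolute value divided by the square root of F, and not a separate estimate. Where an arm had no read, that log2 fold change and its SE depend on the prior count. Where an arm had no read, the fold is a bound against 3 counts per library.

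Alternatives were TMM factors, DESeq2 (version 1.42.0), no filter on low counts, a mean of at least 50 counts per library, no replicate block or no flask block, a joint fit over 18 libraries, the day-0 libraries entered separately, other detection limits, the methods' paired t-test, and leaving out each replicate. Whole-library totals, leaving out a library of 1 arm with no replicate block, +Dox replicate 3 as the sole +Dox library at day 60, and, in the study's criteria, the unpaired two-sided test and shares with no read as failing were added after seeing the data.

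The fits were tested on simulated data. Both arms started from the real −Dox means, with the real library sizes, 1 fitted spread per region and no replicate effect. With the replicate block, 8-fold falls were recovered in 67%, 0% and 8.9% of cases at days 16, 32 and 60, on 323, 312 and 284 regions (78%, 0% and 6.7% with no block), and the rises that accompany them (1.96-, 1.63- and 2.03-fold) in 27%, 0% and 3.1%. Of unchanged regions, 1 of 123, 0 of 112 and 0 of 84 were called. The biological coefficient of variation was 0.613, 1.08 and 1.19. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, sequences with samtools 1.23.1, and figures with matplotlib 3.10.9.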

Results

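The study asked whether raising the level of small human RNAs that belong to no annotated class slows the growth of K562 cells, a human chronic myeloid leukemia line. Each cell of the pool, called TRE-sRNA-K562, carried a lentiviral cassette in which a doxycycline (Dox)-inducible promoter drives an overexpression region, that is, a small RNA of 12 to 40 nt (median 22 nt) with about 200 bp of its genomic surroundings on either side. The regions were amplified from genomic DNA and sequenced, so the read count of a region follows the number of cells that carry it, and not the level of the RNA. Of the 328 regions analysed here, 224 lie in introns, 77 in coding sequence (CDS) and 25 in 3′ UTRs of protein-coding genes, and 2 lie in no such element of the same strand. Positions below are those of GRCh37, 1-based, and each region is named by its host gene. What is known of a host gene is background on the locus only, since the cassette carries a short stretch of it.

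The samples fall into 7 groups. Parallel flasks, 3 without Dox (−Dox) and 3 with 1 µg/ml Dox (+Dox), were each sampled at days 16, 32 and 60, and 2 technical libraries were made from the cells of day 0. The 20 libraries held from 1183489 to 5260135 reads, of which 74.9 to 90.9% fell on the regions analysed here. A floor of 3 counts in a library, the limit that a count of 0 allows, corresponds to a normalized read count (reads per 1000000 reads of the library) of 0.57 to 2.54. Reads from PCR are not independent molecules, so this limit covers counting error only.

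At day 0 the pool was broad. All 328 regions had reads in the 2 day-0 libraries together (0 and 2 were missing from the single libraries), with a median normalized read count of 1770 and a ratio of the 90th to the 10th percentile of 16.2. The leading regions were those of MINDY4 (chromosome 7, 30884834 to 30884850), RBSN (chromosome 3, 15117317 to 15117339) and SYK (chromosome 9, 93636843 to 93636864), with 1.15, 1.15 and 1.12% of the reads. The log2 normalized read counts (with 1 added) of the 2 libraries correlated across regions (Pearson r of 0.975). Their counts differed by more than sampling noise (chi-square of 272 per degree of freedom). The pool narrowed with time in both kinds of culture, and was narrower with Dox at each day. The effective number of regions (the inverse of the summed squared shares) was 179 ± 17.5 (SD, n = 2 technical libraries) at day 0. Without Dox it was 111 ± 1.21, 65.8 ± 2.16 and 20.3 ± 2.90 (SD, n = 3) at days 16, 32 and 60, and with Dox it was 29.2 ± 1.76, 18.6 ± 3.18 and 4.68 ± 1.84. At each day the 3 +Dox values lay below the 3 −Dox values, the smallest p that an exact permutation test allows for 3 against 3 being 0.1. The −Dox libraries lacked 6 to 9 regions at day 16, 19 to 22 at day 32 and 72 to 88 at day 60. The +Dox libraries lacked 57 to 58 at day 16. At day 32 they lacked 108, 110 and 30, and at day 60 they lacked 106, 99 and 172 in replicates 1, 2 and 3.

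**Figure D1:**
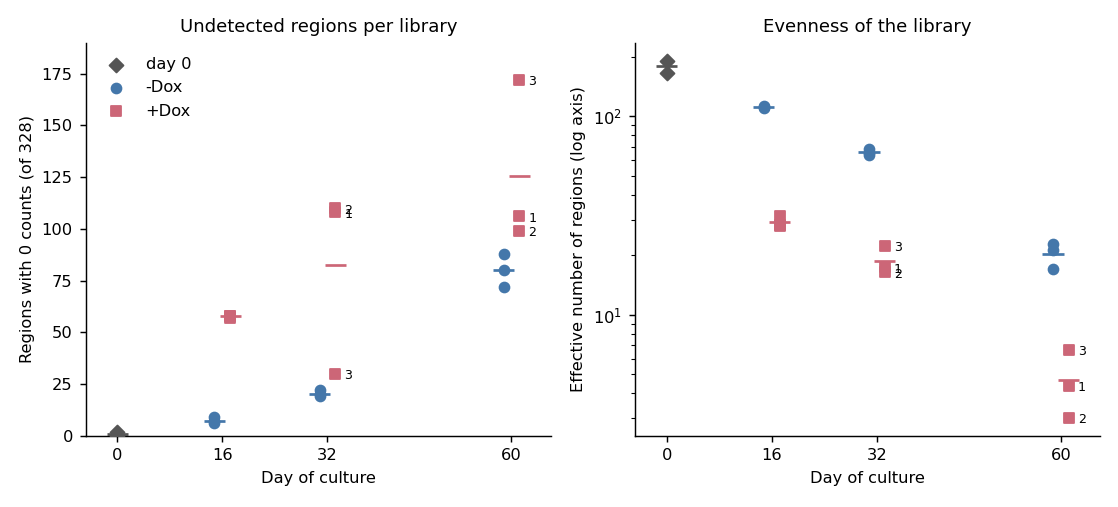
Left, the number of the 328 regions with 0 counts in each library against the day of culture. Right, the effective number of regions of each library on a log axis. Each point is a library, the short lines are group means, and the numbers beside +Dox points of days 32 and 60 are replicate numbers. The +Dox library of day 32 replicate 3 lacks 30 regions, and the other 2 of its group lack 108 and 110.

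The comparison of +Dox with −Dox at day 16 asks which regions had become rarer or more common after 16 days of induced expression. The region with the largest fitted fall lies in the CDS of HSF4, a heat shock transcription factor (chromosome 16, 67201108 to 67201125). It stood at 2005 ± 386 normalized reads without Dox (SD, n = 3) and had no read in the 3 +Dox libraries, which makes it at least 2400-fold lower against a floor of 3 counts per library. Intronic regions of RNF144B, an E3 ubiquitin ligase (chromosome 6, 18431660 to 18431673), VPS35, a subunit of the retromer (chromosome 16, 46702636 to 46702668), PARD3, a cell polarity scaffold (chromosome 10, 34573819 to 34573836), and USP9X, a deubiquitinase (chromosome X, 41078550 to 41078574), had no +Dox read either and were at least 2161-, 2010-, 1977- and 1324-fold lower. The same held for regions in introns of MTR, the methionine synthase (chromosome 1, 237049788 to 237049808, at least 1017-fold), ARHGEF7 (chromosome 13, 111934233 to 111934265, at least 878-fold), TBL1XR1, a corepressor subunit (chromosome 3, 176776022 to 176776056, at least 557-fold), and RORA, a nuclear receptor (chromosome 15, 60867420 to 60867434, at least 322-fold). It held too for the CDS regions of CBS (chromosome 21, 44488619 to 44488635, at least 300-fold) and LDHA, a lactate dehydrogenase subunit (chromosome 11, 18425274 to 18425292, at least 295-fold), and for the 3′ UTR region of DYNC1I2, a dynein intermediate chain (chromosome 2, 172605840 to 172605862, at least 298-fold). Adjusted p in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment ran from 7.02e-06 for HSF4 to 0.0018 for DYNC1I2. Some of these regions had +Dox reads again by day 60. USP9X (23.1 with Dox, 14.5 without) and TBL1XR1 (7.89 and 2.72) then had the higher mean with Dox, and neither difference was called. HSF4 (43.6 and 149) and RNF144B (29.7 and 122) had reads in all 3 +Dox libraries. CBS had no read in either arm. The remaining means, those of HSF4 and RNF144B included, were lower with Dox.

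Some regions took a larger share of the cells with Dox at day 16. The CDS region of ENGASE, which encodes an endoglycosidase of the cytosol (chromosome 17, 77078128 to 77078145), rose from 3535 ± 285 to 20978 ± 2812 normalized reads (log2 fold change 2.61 ± 0.14 SE, edgeR adjusted p = 7.07e-07). The CDS region of TMEM25 (chromosome 11, 118405271 to 118405299) rose by 2.60 ± 0.37 on the log2 scale (edgeR adjusted p = 2.7e-04). The intronic regions of GAD1, a glutamate decarboxylase (chromosome 2, 171678700 to 171678713), and RNF157 (chromosome 17, 74211739 to 74211759) rose by 2.69 ± 0.68 and 2.51 ± 0.89 (edgeR adjusted p = 0.00649 and 0.0293). The RNF157 rise no longer passed without replicate 1 (1.81, edgeR adjusted p = 0.319), and neither of these 2 intronic regions passed when the libraries were scaled to the regions not called lower. These rises are against −Dox. At day 0 ENGASE, TMEM25, GAD1 and RNF157 stood at 1376, 972, 676 and 386 normalized reads. Without Dox, TMEM25, GAD1 and RNF157 had fallen to 409, 188 and 79 by day 16, and ENGASE had risen. With Dox the same 3 stood at 2392, 1075 and 537 ± 436. By day 60 the +Dox means were 26112 (ENGASE), 156 (TMEM25), 0.23 (GAD1) and 0 (RNF157). In the +Dox libraries the largest share belonged to the CDS region of TNFRSF10B, a death receptor for TRAIL (chromosome 8, 22885235 to 22885251), with 8.39% of the reads (7.67 to 8.80%) against 1.67% without Dox. By day 60 the TNFRSF10B region stood at 1575 ± 707 normalized reads with Dox and 2726 ± 918 without.

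In all, 190 of 323 tested regions were lower and 49 higher in +Dox at day 16 in the edgeR quasi-likelihood test, with the replicate number as a block (203 and 51 at an unadjusted p under 0.05). The median fitted log2 fold change of the 190 was −4.31, also with the 24 that had no +Dox read set to their bound, and that of the 49 was 1.54. In 226 regions all 3 +Dox values lay below all 3 −Dox values and in 57 all lay above, where chance gives 10% of regions for both directions together. The scaling of the libraries matters for this balance, because a read gained by 1 region is lost to the others. With TMM factors, which move the median log2 fold change of all regions from −2.58 to −1.25, 129 were lower and 88 higher. DESeq2, with a median of −0.91, called 158 lower and 106 higher, and the share of lower calls went from 79.5% to 59.4% and 59.8%. Of the regions called, 4 and 14 were called in the opposite direction under the 2 alternatives. All 16 regions named for this day by the largest changes kept their direction and passed the threshold under both.

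**Figure D2:**
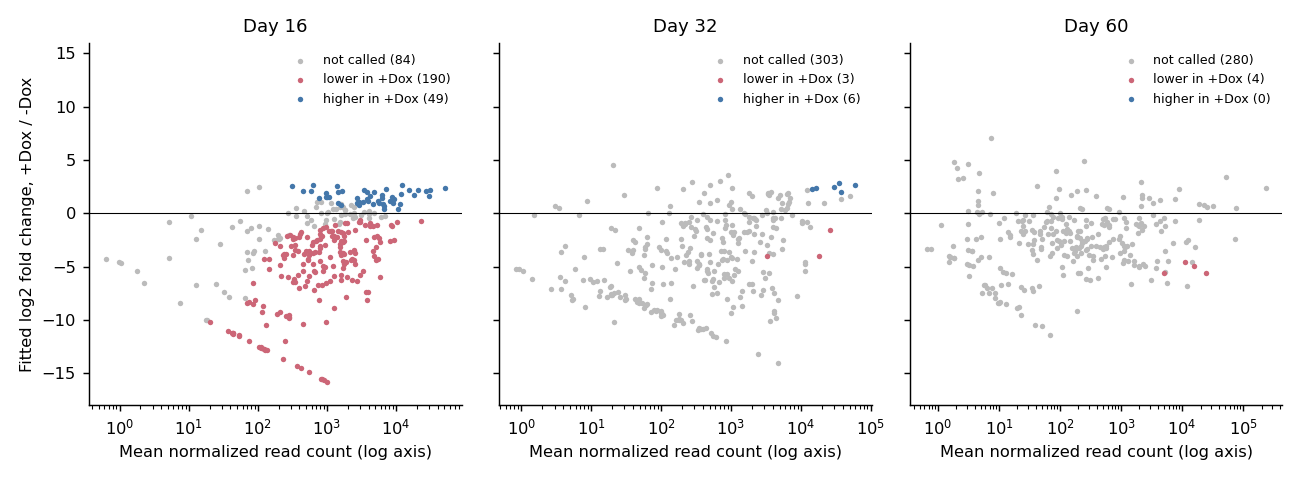
Fitted log2 fold change of each tested region, +Dox over −Dox, against its mean normalized read count over the 6 libraries of the day (log axis, means under 0.1 drawn at 0.1). Colours mark the calls of the edgeR quasi-likelihood test at an adjusted p under 0.05, with 190 lower and 49 higher at day 16, 3 and 6 at day 32, and 4 and 0 at day 60. Points on the lower diagonal edge have few or no +Dox reads, and their fitted values depend on the prior count.

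At day 32 the CDS region of SPAG5, a protein of the mitotic spindle (chromosome 17, 26910871 to 26910887), stood at 33579 ± 253 normalized reads without Dox and 2412 ± 1472 with Dox, 13.9-fold lower (log2 fold change −4.01 ± 0.45 SE, edgeR adjusted p = 0.0328). The intronic region of EIPR1 (chromosome 2, 3309899 to 3309937) was 14.2-fold lower (log2 fold change −4.00 ± 0.49, edgeR adjusted p = 0.0425). The intronic region of RBSN, which encodes rabenosyn, an endosomal protein, was 2.86-fold lower (log2 fold change −1.58 ± 0.20, edgeR adjusted p = 0.0425), a direction that turned under TMM factors (0.94) and DESeq2 (0.08). At day 0 SPAG5, EIPR1 and RBSN had stood at 2841, 4071 and 11458 normalized reads. With Dox at day 32, SPAG5 (2412) was near its start, RBSN (13392) above it and EIPR1 (426) below it. Without Dox all of them had risen, EIPR1 to 6056 and RBSN to 38339. Higher were the intronic regions of NCEH1, a cholesterol ester hydrolase (chromosome 3, 172412485 to 172412507, 7.63-fold), and SH2D3C, an adaptor protein (chromosome 9, 130539462 to 130539477, 6.45-fold), with the CDS regions of ENGASE (5.67-fold) and TNFRSF10B (5.36-fold). Their log2 fold changes were 2.88 ± 0.19, 2.65 ± 0.20, 2.44 ± 0.26 and 2.38 ± 0.23, and their edgeR adjusted p values 0.0234, 0.0234, 0.0328 and 0.0328. None of these 7 regions passed without replicate 1 or without replicate 2, with edgeR adjusted p of 0.0811 to 0.246, and EIPR1 did not pass with TMM factors. Blocked fits without a replicate keep few residual degrees of freedom. With no replicate block, the 3 lower and 6 higher calls of this day were kept when any single library was left out. SH2D3C now led the +Dox libraries with 10.4% of the reads.

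The edgeR test called 3 regions lower and 6 higher of 312 at day 32 (118 and 27 at an unadjusted p under 0.05), and all 9 had been called in the same direction at day 16 (independent lists would share 1.8 of the lower and 0.9 of the higher). Values of 209 regions were lower in all +Dox than in all −Dox libraries, and those of 33 were higher, where chance gives 10% of regions for both directions together. The spread was larger than before, with a biological coefficient of variation of 1.08 against 0.613 at day 16. The library of +Dox replicate 3 stood apart. It lacked 30 regions where the others lacked 108 and 110, and its log normalized read counts correlated with those of the −Dox libraries at a mean r of 0.844 across regions, against 0.612 and 0.647. Without that library, and with no replicate block, 187 regions were lower and 29 higher, where all libraries gave 76 and 25. Leaving out +Dox replicate 1 or 2 instead gave 74 and 22, and 52 and 22, and leaving out −Dox replicates 1, 2 or 3 gave 17, 15 and 13 lower and 11, 13 and 10 higher. With the block, the counts were 0 and 0 without replicate 1 or without replicate 2 of both arms, and 76 and 10 without replicate 3. In simulated data 0% of 8-fold falls passed the threshold at this day, so a region that was not called is not shown to have kept its level. TMM factors gave 2 and 53, with a median log2 fold change of all regions of −1.40 in place of −3.88, and DESeq2 gave 159 and 69.

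**Figure D3:**
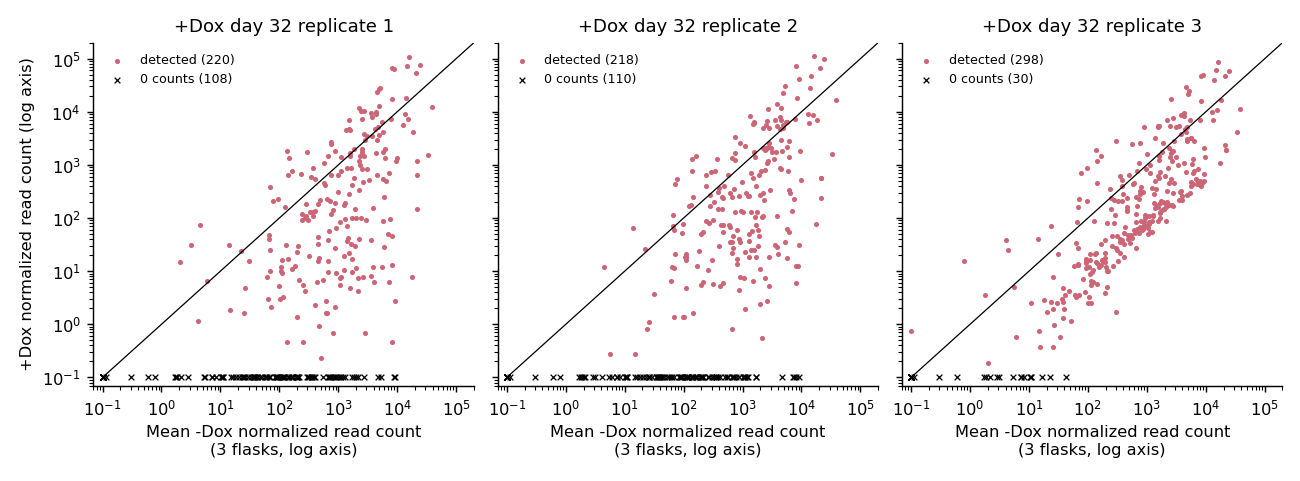
Normalized read count of each region in the 3 +Dox libraries of day 32, a panel each, against its mean in the 3 −Dox libraries of the same day, both on log axes. Crosses at the lower edge are regions with 0 counts (108, 110 and 30), axis values under 0.1 are drawn at 0.1, and the line marks equal values. In replicate 3, each of the 134 regions with at least 1000 normalized reads in −Dox is present, at 4.20% of its −Dox level or more.

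At day 60 the 3′ UTR region of SNU13, a protein of the spliceosome and of box C/D snoRNPs (chromosome 22, 42070818 to 42070839), stood at 48452 ± 9716 normalized reads without Dox and 1105 ± 404 with Dox, 43.8-fold lower (log2 fold change −5.62 ± 0.54 SE, edgeR adjusted p = 0.0176). The intronic region of PSMF1, a proteasome inhibitor (chromosome 20, 1115412 to 1115441), was 40.6-fold lower, the CDS region of PAN2, a deadenylase subunit (chromosome 12, 56713244 to 56713259), 28.4-fold, and the intronic region of HUWE1, an E3 ubiquitin ligase (chromosome X, 53571059 to 53571081), 21.0-fold. Their log2 fold changes were −5.65 ± 0.71, −4.97 ± 0.62 and −4.59 ± 0.57, each with an edgeR adjusted p of 0.0191. At day 0 SNU13, PSMF1, PAN2 and HUWE1 had stood at 5909, 2934, 6185 and 2462 normalized reads, between the −Dox and +Dox means of day 60. All 4 had already been called lower at day 16 (independent lists would share 2.5). Without replicate 1 none of them passed (edgeR adjusted p = 0.202), and without replicate 2 only SNU13 did (edgeR adjusted p = 0.0367). With no replicate block, all 4 kept their call when any single library was left out. SH2D3C held 39.5% of the +Dox reads (29.4 to 50.8%) and 6.86% of the −Dox reads, a difference that was not called at this day (log2 fold change 2.39 ± 0.42, edgeR adjusted p = 0.0567).

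These 4 regions were the only ones called of 284 at day 60 by the edgeR test with the replicate block, and 0 were higher (54 and 5 at an unadjusted p under 0.05). DESeq2 called 50 lower and 32 higher, and TMM factors gave 5 and 4, with a median log2 fold change of all regions of −0.37 and −1.18 in place of −2.45. All 3 +Dox values lay below all 3 −Dox values in 113 regions and above in 14, with 10% by chance for both together. With no replicate block 34 were lower and 4 higher. The +Dox replicates differed from each other. In replicates 1 and 2, 37 regions each had reads although the +Dox library of the same number had none at day 32, and in replicate 3 there were 0 such regions. With replicate 3 as the sole +Dox library and no replicate block, 111 regions were lower and 16 higher, a count that takes its spread from the −Dox libraries alone and assumes that the lone library varies as they do. Without +Dox replicates 1, 2 or 3 the lower calls numbered 6, 15 and 85 in that design, and without −Dox replicates 1, 2 or 3 they numbered 33, 22 and 16. With the block, and without replicate 1, 2 or 3 of both arms, they numbered 0, 1 and 29. The log2 ratio of +Dox to −Dox agreed less well between replicates than before, with a mean Pearson r across regions of 0.371 over the 3 pairs of replicates, against 0.868 at day 16 and 0.786 at day 32.

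**Figure D4:**
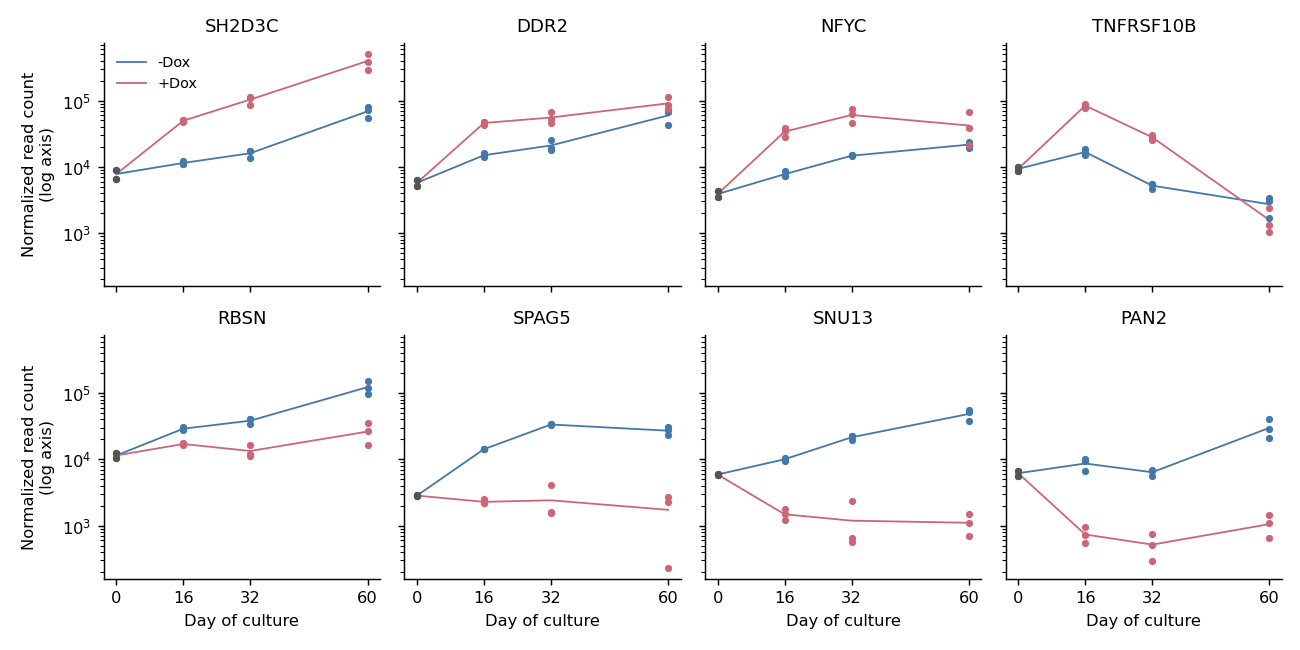
Normalized read count (log axis) of 8 regions in each library against the day of culture. Points are libraries, lines join group means, grey points are the 2 day-0 libraries, blue is −Dox and red +Dox. The SH2D3C region reaches a mean of 395177 with Dox at day 60 and 68635 without, and the SNU13 region falls to 1105 with Dox and rises to 48452 without.

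Whether the effect of Dox itself changed between days was tested as an interaction. From day 16 to day 32 the log2 fold change moved up in the regions of RNF144B, PARD3, VPS35, HSF4 and USP9X, which had no +Dox read at day 16 and reappeared at day 32 in replicate 3. The fitted differences were 9.29 to 9.91, with edgeR adjusted p of 0.0475 to 0.0492. It moved down in 7 regions, named here after their values were seen, namely CDS regions of MUS81, MRPS16 and KMT2D and intronic regions of L3MBTL1, DHRS11, GCN1 and SMAP1, by −2.69 to −1.25. None of the 12 passed with TMM factors, or without replicate 1, replicate 2 or replicate 3, with no flask block 5 did, and with whole-library totals 5 did. From day 32 to day 60 the edgeR test called 0 of 312 (19 fell and 1 rose at an unadjusted p under 0.05), while 4 were called with TMM factors and 36 without replicate 3.

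Against day 0, the question is which regions changed in culture with and without Dox. By day 16 without Dox the CDS region of SPAG5 had risen from 2841 to 14251 ± 38 normalized reads (log2 fold change 2.31 ± 0.17 SE, edgeR adjusted p = 8.7e-04). By day 60 the −Dox libraries were led by RBSN with 122884 ± 28478 normalized reads, followed by SH2D3C with 68635 ± 12056, DDR2, a collagen receptor (chromosome 1, 162666706 to 162666728), with 59607 ± 15227, SNU13 and PAN2. The largest fitted rises from day 0 to day 60 were those of a CDS region of KMT2D, a histone methyltransferase (chromosome 12, 49446003 to 49446021, 4.38 ± 1.76), SLC1A5, a glutamine transporter (chromosome 19, 47280232 to 47280258, CDS, 4.17 ± 1.65), RBSN (3.34 ± 0.78), DDR2 (3.26 ± 0.73) and SPAG5 (3.15 ± 1.29). None of these 8 passed the edgeR quasi-likelihood threshold at day 60 (adjusted p from 0.096 to 0.15). DESeq2 called all 8 higher, and TMM factors 6 of them.

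Without Dox the edgeR test called 13 regions lower and 16 higher than day 0 at day 16, 0 and 2 at day 32, and 0 and 0 at day 60, with 60 and 29, 60 and 16, and 86 and 14 at an unadjusted p under 0.05. DESeq2 called 22 and 60, 11 and 42, and 11 and 31. Leaving out replicate 1, 2 or 3 gave 0 lower and 6, 4 and 1 higher at day 16, and 0 and 0 at days 32 and 60. With Dox the edgeR test called 224 lower and 35 higher at day 16, 154 and 14 at day 32, and 103 and 8 at day 60. The 8 higher regions of day 60 were those of SH2D3C (log2 fold change 5.48 ± 0.83), KMT2E, ENGASE, DDR2, NFYC, APBB2, NCEH1 and ST6GAL1. Without replicate 1 or replicate 2 these fell to 0 and 0, or 2 and 8, at day 32, and to 0 and 0, or 0 and 3, at day 60. The 2 technical libraries of day 0 were summed to 1 sample, so the spread of these tests comes from the later libraries of both arms. The calls without Dox thus depend on the spread of the +Dox libraries too. Entered separately, the day-0 libraries gave 60 and 26, 67 and 17, and 130 and 16 without Dox. TMM factors turned the balance with Dox to 125 and 87, 1 and 32, and 0 and 14, with medians of all regions of −1.62, −1.70 and −2.33 in place of −3.44, −4.82 and −5.88. Without Dox they gave 1 and 36, 0 and 8, and 0 and 14.

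Absence from all 6 libraries of a day was counted as well. At day 16, 3 regions had no read, those of LMNB2, GTF2IRD1 and RPL35, and 6 had none in the libraries without replicate 1. They numbered 12 at day 32 and 41 at day 60, or 0.91, 3.66 and 12.5% of 328, and each region absent at an earlier day had no read later. The GTF2IRD1 region, and among the 12 that of HCN2, stood at 0.1 normalized reads at day 0, under the floor of the day-0 libraries, so their absence is not a loss in culture. The absent regions had started low, with a median day-0 normalized read count of 40.7, 59.4 and 235, against 1786, 1821 and 1935 for the others. Among those absent at day 60 the highest start was that of the CDS region of EMC1 (chromosome 1, 19577963 to 19577984), with 2340 normalized reads at day 0, followed by SMARCD3 with 1874 and PLXNA1 with 1783. These 7 names were chosen after their values were seen.

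The study's own criteria for Dox-dependent loss combine the share of +Dox in the sum of both arms, the methods' paired t-test (one-sided) with Benjamini-Hochberg adjustment, and the level against day 0. On the counts analysed here they gave 80 regions at day 16, 36 at day 32 and 14 at day 60, or 130 of 328 (39.6%). The regions analysed here are part of those the study tested, 323 of them listed by it as unannotated sncRNAs found in K562, so these counts and the study's are over different sets. The categories differ too. The study sets regions lost in both arms apart from the Dox-dependent ones, and here such regions were not taken out. Those of EMC1, SMARCD3 and PLXNA1, absent from all libraries of day 60, are counted here at day 16. A share with no read in either arm counted as passing, and counted as failing it left 63, 36 and 14. The methods' paired t-test alone called 198, 137 and 22 regions lower and 0 higher at each day (52, 24 and 5 higher at an unadjusted p under 0.05). With the edgeR test in its place the criteria gave 73, 0 and 0, and with an unpaired two-sided test they gave 73, 31 and 13. In the comparison of arms, the share of +Dox was above the study's bound of 0.5 at each of the 3 days in 28 regions, and in 183 it was below at each day (220 with the shares that had no read in either arm).

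The genomic element of a region made no difference that passed the test. Lower in +Dox at any day were 135 of 222 intronic regions (60.8%), 41 of 75 CDS regions (54.7%) and 13 of 24 3′ UTR regions (54.2%). The odds ratios against the other elements were 1.29 (95% interval 0.777 to 2.14), 0.799 (0.459 to 1.40) and 0.813 (0.324 to 2.08) in Fisher's exact test, two-sided, with p = 0.326, 0.423 and 0.669 (adjusted p = 0.634, 0.634 and 0.669 over the 3 tests). The direction of each ratio turned under TMM factors, to 0.912, 1.01 and 1.30, and in single cases without a replicate (introns 0.972 and 3′ UTRs 1.21 without replicate 3, CDS 1.05 without replicate 1). At day 16 the 222 tested intronic regions held 135 lower and 30 higher (135 and 31 adjusted over the list alone), with a median log2 fold change of −2.50. Among the intronic ones were RNF144B and VPS35 on the lower side and GAD1 on the higher. The 75 CDS regions held 41 lower and 17 higher (the same counts adjusted over the list alone), with HSF4 and LDHA lower and ENGASE and TMEM25 higher, and the 24 3′ UTR regions 13 and 2. At day 32 the lower and higher calls were 2 and 4 for introns, 1 and 2 for CDS (4 and 3 adjusted over the list alone) and 0 and 0 for 3′ UTRs, and at day 60 they were 2 and 0, 1 and 0, and 1 and 0. Of the 2 regions in ribosomal protein genes, RPL5 was not called at any day (log2 fold change −6.62 ± 4.29 SE, 1.12 ± 3.54 and 4.27 ± 8.0), and RPL35 had too few reads to be tested. The RPL5 means at day 16 were 38.7 normalized reads without Dox and 10.7 with Dox, 3.63-fold lower. No region lay in a gene with a ZNF symbol.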

Values the study reported

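The study reported an overexpression library with a coverage of 100% and an evenness of 11.3. It screened 404 sncRNAs and saw evidence of harm to the cells for 180 (44.6%). In 136 of the 180 (75.6%) the effect needed Dox. It listed 58 sncRNAs with Dox-dependent loss after 16 days, a further 65 after 32 days and 13 after 60 days. By day 16 it found 7 sncRNAs missing with and without Dox alike. Another 37 had fallen by then to an average of 18% of their starting level, and of these 13 were gone after 32 days and 24 after 60 days. Among unannotated sncRNAs the study gave positive shares of 50% for 3′ UTRs (17/34), 40.3% for CDSs (31/77) and 43.0% for introns (110/256), and 43.1% over all of them (158/367).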

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

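Of the tests below, those of −Dox material, of a wrong label, of cells from another flask and of regrowth were chosen after the result was seen.

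The effect of Dox at day 32 differed from that at day 16 in 12 regions, in a test of the difference itself (log2 difference, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p from 0.0475 to 0.0492). The effect moved down in regions of MUS81 (−2.69 ± 0.51 SE), MRPS16 (−2.39 ± 0.45), KMT2D (chromosome 12, 49428081 to 49428105, −2.25 ± 0.29), L3MBTL1 (−1.91 ± 0.30), DHRS11 (−1.41 ± 0.25), GCN1 (−1.40 ± 0.26) and SMAP1 (−1.25 ± 0.22). It moved up in USP9X (9.29 ± 1.19), HSF4 (9.46 ± 1.04), VPS35 (9.79 ± 1.06), PARD3 (9.82 ± 1.2) and RNF144B (9.91 ± 1.09). These last 5 had no read in any +Dox library at day 16, so their fitted differences depend on the prior count, and their +Dox reads of day 32 lie in replicate 3. None of the 12 passed with TMM factors or without replicate 1, 2 or 3.

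The +Dox library of day 32 replicate 3 held reads of 36 regions of the 57 that its flask number had lacked at day 16. Sequencing depth is argued against: thinned to the depth of the shallower of the other 2 libraries, it lacked 30.6 regions (at most 32 in 100 draws), where they lacked 108 and 110. A −Dox library under a +Dox label is argued against too, since SH2D3C held 8.63% of it, against at most 1.75% in a −Dox library and 10.99 and 11.43% in the other +Dox libraries. Material of the −Dox cultures is a candidate explanation: all 134 regions with at least 1000 normalized reads in −Dox were present, the lowest at 4.20% of its −Dox level, whereas the other 2 libraries lacked 13 and 12 of them. Whether such material entered as cells or as DNA cannot be read from the counts, and cells of this flask that escaped the effect of Dox were not tested.

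In the +Dox libraries of day 60 replicates 1 and 2, 37 regions each had reads that the library of the same number had lacked at day 32, if a number means the same flask at each day. −Dox material stays open: r with the −Dox libraries was 0.860 and 0.865, against 0.694 for replicate 3, 0 of 75 abundant −Dox regions were missing, against 4, and the level of the regions that reappeared followed that in −Dox (rho of 0.626 and 0.740). Their first quartile was 11.8 and 10.8% of the −Dox level, near the 11.7 and 9.44% of the abundant regions, although the least represented abundant region stood at 1.48 and 1.27%, lower than a single admixture of that size would leave it. Entry of cells of +Dox flask 3 after day 32 stays open: 2 and 1 regions reappeared against day 32 replicate 3, but at most 1 and 0 did against any −Dox library of day 32, so a library that lacks few regions gives this number whatever the source. Regrowth in each flask of cells below detection stays open too: 19 regions reappeared in both, where independent lists share 7.3, but growth rates common to the flasks would also give an overlap.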

How the results depend on the processing

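Whole-library totals, leaving out a library of 1 arm with no replicate block, +Dox replicate 3 as the sole +Dox library of day 60, and, in the study's criteria, an unpaired two-sided test and shares with no read as failing were chosen after seeing the data. Counts below are regions called lower and higher. Libraries of the same number did not deviate together (r of −0.113 to 0.081), so the replicate block had no pairing to remove. Leaving it out recovered 78% of the simulated 8-fold falls at day 16, against 67% with it. At days 32 (0% with and without it) and 60 (8.9% with and 6.7% without it) recovery was too low under both designs to show what the block costs. The simulated arms shared 1 spread per region and had no replicate effect, so a +Dox library that stands apart is not modelled. For the differences below the cause was not tested. Depth limits single regions to a floor of 0.57 to 2.54 normalized reads. Comparisons of miRNA regions and of source catalogues were not run, being not analysed here. Counts at day 16, for +Dox against −Dox, stayed on the side of more lower than higher regions under the alternatives of this part, with 111 to 212 lower. The scaling to regions not called lower, which served to test the higher calls, gave 237 and 14.

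With TMM factors, +Dox against −Dox gave 88 higher at day 16, 53 at day 32 and 4 at day 60. Against day 0, −Dox gave 1 and 36, 0 and 8, and 0 and 14 at days 16, 32 and 60, and +Dox gave 125 and 87, 1 and 32, and 0 and 14. The Dox effect differed between days in 0 regions from day 16 to 32 and in 4 from day 32 to 60. The odds ratios of the elements turned to 0.912 (introns), 1.01 (CDS) and 1.30 (3′ UTRs), and RBSN at day 32 turned to 0.94 on the log2 scale. With DESeq2, +Dox against −Dox gave 106 higher at day 16, 159 and 69 at day 32, and 50 and 32 at day 60. Against day 0, −Dox gave 22 and 60, 11 and 42, and 11 and 31, and +Dox gave 135 and 99, 81 and 69, and 20 and 31. RBSN at day 32 turned to 0.08.

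With no replicate block there were 76 and 25 at day 32 and 34 and 4 at day 60, and without +Dox replicates 1 and 2 there were 111 and 16 at day 60, where the lone +Dox library is assumed to vary like the −Dox libraries, the only source of the spread. With no flask block 5 regions changed their Dox effect from day 16 to 32 and 2 from day 32 to 60. The joint fit over 18 libraries gave 111 and 22, 129 and 27, and 89 and 19. The methods' paired t-test gave 0 higher at day 16, 137 and 0 at day 32, and 22 lower at day 60. Day-0 libraries entered separately gave 60 and 26, 67 and 17, and 130 and 16 for −Dox, and 237 lower for +Dox at day 60. No filter on low counts gave 8 lower for −Dox at day 16. Whole-library totals gave 8 lower for −Dox at day 16, 0 higher at day 32, and 5 regions with a changed Dox effect from day 16 to 32. The edgeR test with the replicate block in the study's criteria gave 0 regions at day 32 and 0 at day 60, the unpaired test gave 73, 31 and 13, and shares with no read as failing gave 63, 36 and 14.

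The day-0 evenness was 19.9 with library 2 alone. Agreement of the Dox effect between replicates was 0.881 at day 16 and 0.468 at day 60 with a mean of at least 50 counts, and 0.919, 0.856 and 0.585 with a pseudocount of 10.

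Leaving out a replicate, or a library of 1 arm, +Dox against −Dox gave 162 to 212 lower and 42 to 56 higher at day 16, 0 to 187 and 0 to 29 at day 32, and 0 to 85 and 0 to 8 at day 60. Against day 0, −Dox gave 0 to 0 lower and 1 to 6 higher at day 16, 0 to 0 and 0 to 0 at day 32, and 0 and 0 at day 60. For +Dox the ranges were 198 to 210 and 31 to 35, 0 to 201 and 0 to 14, and 0 to 133 and 0 to 9. Regions with a changed Dox effect numbered 0 to 0 from day 16 to 32 and 0 to 36 from day 32 to 60. Regions missing from all libraries numbered 4 to 6, 13 to 15 and 48 to 51. The odds ratios ran from 0.972 to 1.48 for introns, 0.699 to 1.05 for CDS and 0.760 to 1.21 for 3′ UTRs.

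Of the named regions, all 16 of day 16 kept direction and call under TMM factors, DESeq2 and no replicate block, and 15 without replicate 1. Of the 7 at day 32, all lost their call without replicate 1 and without replicate 2, and all kept it without replicate 3 and with no replicate block. Of the 4 at day 60, 4 lost their call without replicate 1 and 3 without replicate 2. The 8 named against day 0 were all called by DESeq2 and 6 with TMM factors.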

Other observations

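The counts over other splits of the libraries were chosen after the result was seen, and the other tests of this part were not.

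The rise of 49 regions in +Dox at day 16 could reflect room left by the regions that fell, since the shares of a library add up to 100%. The 190 lower regions held 64.8% of the table's reads without Dox and 12.9% with Dox, which alone raises the others 2.47-fold on average. With the libraries scaled to the regions not called lower, 237 regions were lower and 14 of the 49 were still called higher by the edgeR test, among them ENGASE (log2 fold change 1.30), TMEM25 (1.30), TNFRSF10B (1.07), NFYC (0.86) and SH2D3C (0.86). The regions of GAD1 and RNF157, with large rises in the unscaled test, were not among the 14. For these 14 an equal share of that room is not the whole cause, but regions that fell without being called leave further room, and shares have no fixed reference, so a faster growth with Dox was not shown. Leaving out TNFRSF10B, the leading +Dox region, kept 48 of the 49 calls, which decides nothing about a dominant region, because this region itself rose and its removal can only raise the others.

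Without Dox, 50 regions were missing from all 3 flasks at day 60. When each flask's losses were permuted independently within deciles of day-0 abundance, at most 36 were shared (mean 26.0, 10000 permutations, p = 0.0001, the smallest they can give). The permutation takes regions of a decile as alike, although the lowest decile runs from 0.105 to about 302 normalized reads. Abundance within a decile can thus give shared absence, so the excess does not exclude independent loss. The 50 include HCN2 and GTF2IRD1, which stood at 0.1 normalized reads at day 0. Low starting abundance was not decided by its test, as 36 of the 50 lay in the lowest 2 deciles and 6 lay above the lowest 3 deciles. Losses common to the flasks may have begun before the flasks were parted, or may follow growth rates of the carrying cells, which were not measured. The study itself attributes loss without Dox to leaky expression, which was not tested here.

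The change from day 16 to day 60 was shared between the arms. Across 250 regions, the log2 change without Dox correlated with that with Dox (Spearman rho of 0.629, Pearson r of 0.624, permutation p = 1e-05, the smallest that 100000 permutations can give), and 190 regions fell and 17 rose in both. With the 136 regions detected in all 12 libraries rho was 0.591, and with +Dox flask 3 alone it was 0.55. The value goes with growth differences that do not need added Dox. The study describes leaky expression from the promoter without Dox, so the −Dox flasks are not free of expression of the inserts. The correlation cannot separate that expression from growth differences unrelated to the inserts. Regions are not independent replicates, and material exchanged between flasks would add to the correlation.

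The log2 fold change of day 16 rose weakly with the GC content of the region (Spearman rho of 0.141 across 323 regions, permutation p = 0.011, 0.023 adjusted over 2 tests), a size at which neither a bias nor its absence is shown. It was unrelated to the length of the small RNA (rho of 0, p = 0.99, permutation test).

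At day 16, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many calls as the 239 of the real grouping, and the highest of the others gave 0. At day 32 it was 1 of 10, with 9 calls and 0. Such a number of splits is too small for a share under 0.05. At day 60, 3 of 10 gave at least the 4 calls of the real grouping, and the highest other gave 32. A split with several times the calls points to a structure of the samples. In both splits with 32 calls, the libraries of replicate 3 are the only pair that is parted, so within the block they rest on the difference between +Dox and −Dox in that replicate. They are 1 test with the sign turned, counted again. Splits that part a single pair come in such couples at each day, so the 10 splits are not 10 different tests.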
